# Loss-of-function of the long non-coding RNA A830019P07Rik in mice does not affect insulin expression and secretion

**DOI:** 10.1038/s41598-020-62969-x

**Published:** 2020-04-14

**Authors:** Claudiane Guay, Baroj Abdulkarim, Jennifer Y. Tan, Gilles Dubuis, Sabine Rütti, David Ross Laybutt, Christian Widmann, Romano Regazzi, Ana Claudia Marques

**Keywords:** Non-coding RNAs, Metabolism

## Abstract

Long non-coding RNAs (lncRNAs) contribute to diverse cellular functions and the dysregulation of their expression or function can contribute to diseases, including diabetes. The contributions of lncRNAs to β-cell development, function and survival has been extensively studied *in vitro*. However, very little is currently known on the *in vivo* roles of lncRNAs in the regulation of glucose and insulin homeostasis. Here we investigated the impact of loss-of-function in mice of the lncRNA A830019P07Rik, hereafter P07Rik, which was previously reported to be associated with reduced plasma insulin levels. Compared with wild-type littermates, male and female P07Rik mutant mice did not show any defect in glycaemia and plasma insulin levels in both fed and fasted state. Furthermore, P07Rik mutant mice displayed similar glucose and insulin levels in response to an intra-peritoneal glucose tolerance test. *Ex vivo*, islets from mutant P07Rik released similar amount of insulin in response to increased glucose concentration as wildtype littermates. In contrast with previous reports, our characterization of P07Rik mouse mutants revealed that loss of function of this lncRNA does not affect glucose and insulin homeostasis in mice.

## Introduction

Long non-coding RNAs (lncRNAs) are a heterogeneous class of transcripts loosely classified as being longer than 200 nucleotides and lacking protein-coding potential^1^. Gene expression regulation by lncRNAs have been implicated in diverse biological processes in health and disease^2–8^, including diabetes^9–11^.

Diabetes is a group of metabolic disorders characterized by chronic hyperglycaemia due to pancreatic β-cells failure and consequent inability to secrete the appropriate amount of insulin to meet the needs of the organism. Insulin is central to the maintenance of glycaemia by favouring glucose uptake and utilization by the insulin-sensitive tissues. Only fully differentiated β-cells can adequately produce and secrete insulin in response to various nutrients. This feature is acquired postnatally and maturation is completed when pups are weaned in rodents^12,13^. Under certain physiological conditions, like pregnancy and obesity, target tissues become resistant to the action of insulin. To compensate resistance and normalize blood glucose levels pancreatic β-cells mass or activity is increased^14^. Defects in maturation, compensation, and/or survival of the β-cells lead to development of diabetes mellitus.

Hundreds of lncRNAs have been identified in human and mouse pancreatic islets, with most being specifically expressed in insulin-secreting β-cells^15–18^. The expression of some of these β-cell specific lncRNAs is regulated by extracellular glucose concentration indicating they are part of the gene regulatory network controlling glucose and insulin homeostasis^15^. Consistent with the contribution of lncRNAs to diabetes their expression has been found to be dysregulated in the islets of diabetic human donors and animal models of diabetes. Furthermore some lncRNAs map to genetic loci associated with increased susceptibility of developing diabetes^15,16,19–21^. While the precise function of most β-cell-associated lncRNAs remain unknown, some efforts have been made to characterize a limited number of candidate lncRNAs and to determine their role in β-cell development, maturation and function^16,19,21–24^. So far, only the role of βlinc1, the mouse orthologue of the islet-specific human HI-LNC15^15^, has been established i*n vivo*^23^. Deletion of βlinc1 in mouse led to a 50% reduction in β-cell mass at birth and to impaired insulin release in response to glucose in adult animals.

We aimed to expand the repertoire of lncRNAs implicated on glucose homeostasis. For this reason, we turned our attention to animal models generated by the international knockout mouse consortium (IKMC)^25^. While the priority of the IKMC is to study protein-coding genes, some lncRNAs have also been targeted. Mining this publicly available resource, we identified an intergenic lncRNA A830019P07Rik (P07Rik) whose loss-of-function was reported by IKCM to be associated with decreased circulating insulin levels^26^. Interestingly, we found that the expression level of P07Rik was changed during β-cell maturation and in diabetic mouse islets, suggesting that under certain conditions, the lncRNA P07Rik could play a role in the regulation of β-cell function. We therefore investigated the effect of loss-of-function of P07Rik on blood glucose and insulin homeostasis *in vivo*.

## Results and discussion

### P07Rik transcript is conserved in rodents

Through data mining of phenotypes associated with lncRNA loss-of-function mutants generated by the IKCM, we identified an intergenic lncRNA, *A830019P07Rik* (*P07Rik*) reported to display decreased plasma insulin levels. 

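In the GENCODE mouse annotation of genome build GRCm38 (mm10), A830019P07Rik lies on the minus strand of chromosome 19 from 35835217 to 35924578, a span of 89362 bp, and is annotated as a long intergenic non-coding RNA. The annotation lists 5 transcripts with 3 to 6 exons each, whose exons together cover 2817 bp. No annotated gene lies on the opposite strand within this span, and 29 other genes lie within 1 Mb of its ends, of which 10 are protein-coding. The closest protein-coding gene, Htr7, lies on the same strand from 35958734 to 36057507, 34156 bp from the 5′ end of A830019P07Rik. These are facts of the annotation and carry no measurement.

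**Figure D1:**
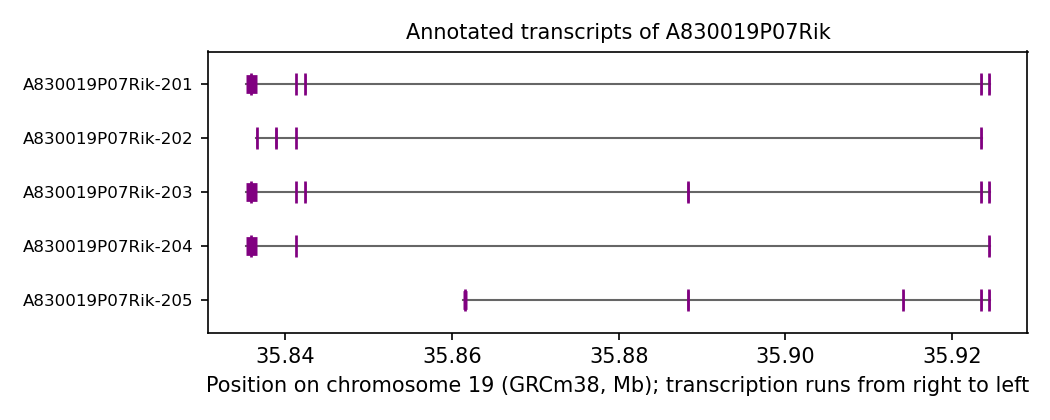
The 5 annotated transcripts of A830019P07Rik along chromosome 19 of GRCm38, with position in Mb on the horizontal axis and 1 row per transcript. Boxes are exons, with short exons drawn at a minimum width, and lines are introns. Transcription runs from the right end of each row to the left, and the first exon of 4 of the 5 transcripts starts close to 35924578.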

The *P07Rik* locus encodes a multiexonic non-coding transcript (Fig. 1A). *P07Rik* mutants have a floxed promoter-driven neocassette in their first intron (Fig. 1A). This loss-of-function strategy leads to the inclusion of the trapping cassette, resulting in premature termination of P07Rik transcription and constitutive loss of exon 2 expression^25^ (Supplementary Fig. S1).

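The annotation places exon 1 of transcript A830019P07Rik-201 at 35924370 to 35924578 of chromosome 19 (209 bp) and exon 2 at 35923487 to 35923547 (61 bp). The first intron of this transcript, between those exons, runs from 35923548 to 35924369 and is 822 bp long. A830019P07Rik-203 and A830019P07Rik-205 have the same first intron. The first intron of A830019P07Rik-204, which has no exon at the place of exon 2, is 83040 bp long. A830019P07Rik-202 starts at the place of exon 2, and its first intron is 82157 bp long. The position of the cassette within the intron was not analysed here.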

**Figure 1:**
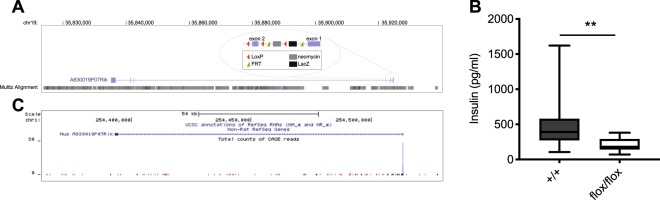
P07Rik knockout is associated with low circulating insulin levels. (**A**) Genome browser view of the region encoding P07Rik (mm10). Exons and introns are represented as purple squares and lines, respectively. Circle represents schematic the approach used by the IKMC to generate P07Rik knockout mice. (**B**) Distribution of non-fasting plasma insulin levels, obtained by the IKMC, in P07Rik mice and control. Data are represented as tukey boxplot showing median, 25^th^ and 75^th^ percentile (**C**) Genome browser view of the orthologous region in rat (rn6) of mouse P07Rik. Mouse exons and introns are represented as blue squares and line respectively. Arrows indicate the direction of transcription. Total CAGE read counts are represented below gene locus, blue and red represent reads produced from the minus and plus strand, respectively.

When compared to control mice (~4000, both males and females), homozygous truncation of *P07Rik* transcription was reported by the IKMC to be associated with a 2-fold decrease in plasma insulin levels in non-fasting 16-week-old female and male mice (14, equally distributed between males and females, Fig. 1B).

We first investigated whether P07Rik locus is conserved in rodents. We identified the *P07Rik* orthologous region in the rat genome and found that the genomic region encoding this lncRNA is partially conserved in rodents (Fig. 1C). We designed several RT-PCR primers specific to the putative orthologous rat *P07Rik* sequence (Supplementary Table S1) and confirmed that the 5′ proximal exon of this gene is expressed in the rat insulin-secreting cell line INS 832/13 (data not shown). In contrast, we found no evidence for expression of the 3′ end exon, suggesting a different *P07Rik* transcript structure in rat. Our results are consistent with previous data on lncRNA conservation in rodents, indicating fast evolution of the expression and structure of these class of transcripts^27^.

### Differential expression of P07Rik in mouse tissue and diabetic islets

Next, we investigated the expression of *P07Rik* in a panel of adult mouse tissues and in the MIN6B1 β-cell line. We found that *P07Rik* is highly expressed in brain but is also detectable, albeit at lower levels, in other adult tissues including pancreas and in MIN6B1 cells (Fig. 2A). To gain initial insights into pancreatic islet cell expression we quantified the expression of P07Rik in pancreatic α− and β− cells (Fig. 2B) and found that in adult rat, P07Rik expression in islets is highly enriched in α-cells (two-tailed t-test *p* < 0.05, Fig. 2C).

**Figure 2:**
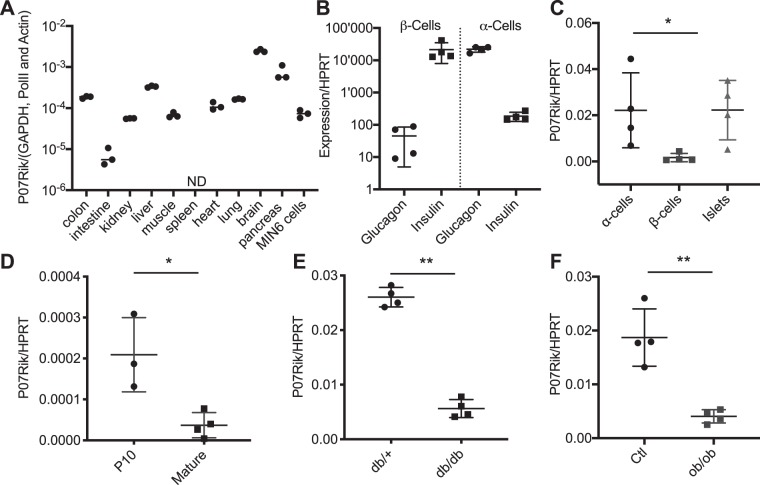
P07Rik is downregulated during development and in obese and diabetic mice. P07Rik’s spatial expression pattern measured by qPCR in (**A**) indicated tissues of adult mice and MIN6 cell line. Glucagon, Insulin (**B**) and P07Rik (**C**) expression in α− and β− cells isolated from 3 month old rats. P07Rik expression in (**D**) rats at P10 and 3 month of age and 13–16 weeks old (**E**) db/+ and db/db mice and (F) +/+ and ob/ob mice. Data is presented as dots indicating each separate sample and the lines indicating the mean ± SD. Abbreviations: PolII-RNA Polymerase II, GAPDH- Glyceraldehyde-3-Phosphate Dehydrogenase, HPRT-Hypoxanthine Phosphoribosyltransferase. Statistics: *p < 0.05, **p < 0.001, two-tailed t-test. “ND” indicates not detected.

Given the reported decrease in insulin levels associated with P07Rik loss-of-function, we next assessed whether this lncRNA is involved in the acquisition of a fully functional islet phenotype during post-natal maturation and/or its dysregulation associated with type 2 diabetes. We found that *P07Rik* expression is significantly increased in immature P10 rat islets compared to fully mature adult islets (Fig. 2D). Interestingly, *P07Rik* expression is significantly decreased in islets of obese and normoglycemic ob/ob mice and of obese and diabetic db/db mice (Fig. 2E,F). These mice do not produce leptin or lack the leptin receptor, respectively, and therefore become progressively obese and insulin resistant. While the ob/ob mice remain normoglycemic, the db/db become diabetic by the age of 12–16 weeks^28^. Taken together these observations suggested a possible involvement of P07Rik in the regulation of pancreatic islet function.

### Loss-of-function of P07Rik does not affect glucose and insulin homeostasis

To investigate the role of P07Rik on insulin and glucose homeostasis *in vivo*, we used cryo-preserved embryos of P07Rik heterozygous mice to establish a colony of P07Rik^flox/flox^ mutant (flox/flox) and P07Rik^+/+^ wildtype control (WT) littermates. Downregulation of P07Rik expression was confirmed on isolated pancreatic islets (Fig. 3A) of 12–13 weeks old animals. As shown in Table 1, mutant (flox/flox) and wildtype littermate P07Rik mice display similar body weight and blood glucose levels in fed and fasted state, both in males and females aged 3 and/or 4 months. Since the IKMC reported a decrease in circulating insulin levels in non-fasting P07Rik^flox/flox^ (Fig. 1C), we measured plasma insulin levels in 16 weeks old males and females. In contrast to the data provided by the IKMC, this analysis revealed no difference in non-fasting insulin levels in P07Rik^flox/flox^ mice compared to the reported IKMC data (Fig. 3B,C). We found no significant differences in 16h-fasting plasma insulin levels between the P07Rik female and male mutant and wildtype littermates (Fig. 3D,E). To estimate if our experiment was sufficiently powered, we used the average circulating insulin levels obtained in wild-type animals (0.7 ± 0.2 ng/ml) to estimate the sample size needed to detect a significant (p-value < 0.05) 50% decrease in P07Rik mutants. The sample size used in the present analysis (18) is almost twice the estimated sample size (10) necessary to reproduce a 50% decrease in wild-type circulating insulin levels. To further investigate potential differences in circulating insulin or glucose levels, we performed an intra-peritoneal glucose tolerance test (IPGTT) in 17 weeks old overnight fasted mice. Using this approach, we again observed no differences in glucose sensitivity or insulin response (Fig. 4) for both female and male P07Rik^flox/flox^ mice compared to wildtype littermates.

**Figure 3:**
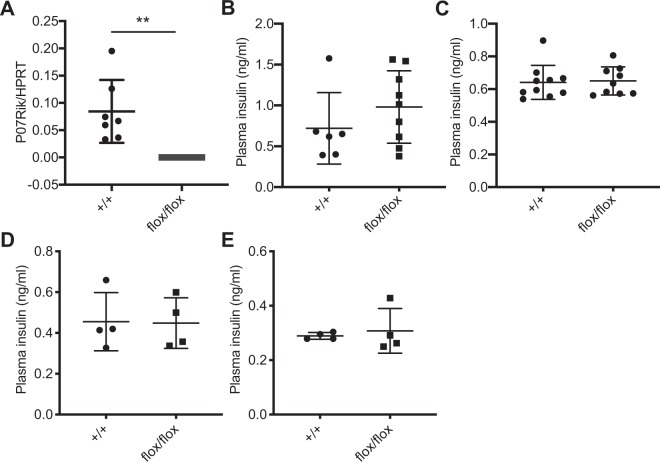
P07Rik flox/flox does not affect plasma insulin levels. (**A**) *P07Rik* relative expression measured by qPCR in islets of WT and flox/flox 12–13 weeks old littermates. Non-fasting (**B,C**) and fasting (**D,E**) plasma insulin levels were measured in 16 weeks old male (**B,D**) and female (**C,E**) mice respectively. Data are represented as dotplot representing each individual animal and the lines indicating the mean ± SD. Abbreviations- HPRT-Hypoxanthine Phosphoribosyltransferase. Statistics: **p < 0.001, NS-p > 0.05, two-tailed t-test).

**Table 1:** Body weight and blood glucose levels in fasted and fed male and female P07Rik mice.

	Male 3 months		Male 4 months		Female 4 months	
	P07Rik^+/+^	P07Rik^flox/flox^	P07Rik^+/+^	P07Rik^flox/flox^	P07Rik^+/+^	P07Rik^flox/flox ^
Body weight (g)	26.3 ± 1.4 (n = 6)	27.5 ± 1.1 (n = 6)	30.5 ± 3.3 (n = 11)	30.5 ± 1.9 (n = 16)	21.6 ± 1.5 (n = 10)	22.3 ± 2.3 (n = 9)
**Glucose (mmol/l)**						
Fed	6.9 ± 1.2 (n = 11)	7.0 ± 0.8 (n = 9)	6.9 ± 0.9 (n = 8)	6.9 ± 0.8 (n = 15)	6.3 ± 0.8 (n = 13)	6.6 ± 0.9 (n = 12)
Fasted	5.2 ± 0.9 (n = 10)	4.7 ± 0.6 (n = 9)	3.9 ± 0.2 (n = 4)*	3.5 ± 0.5 (n = 4)*	4.0 ± 0.3 (n = 4)*	4.0 ± 0.5 (n = 4)*

*Data from IPGTT.

**Figure 4:**
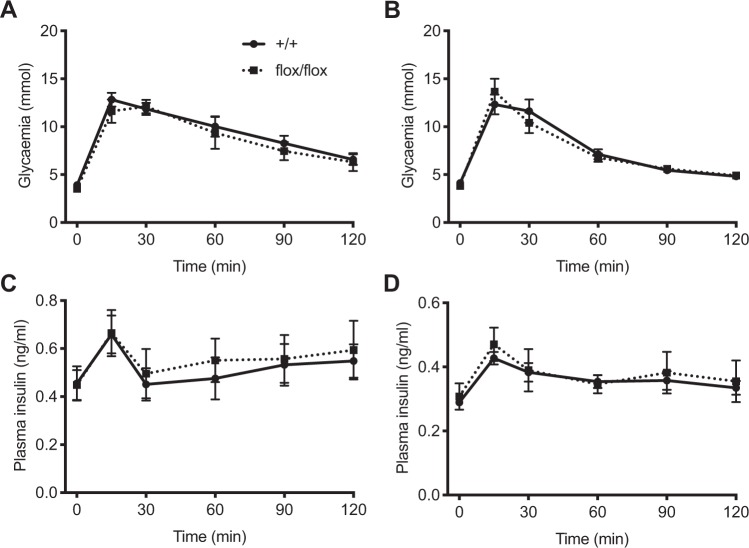
P07Rik flox/flox does not affect glucose sensitivity. Blood glucose levels (**A,B**) and plasma insulin levels (**C,D**) were measured after IPGTT of male (**A,C**) and female (**B,D**) mice at 17 weeks of age. Data are represented as mean ± SE of n = 4 animals. Statistics: **p < 0.001, NS-p > 0.05, two-tailed t-test).

Finally, we measured *ex vivo* insulin content and secretion in response to glucose in pancreatic islets isolated from overnight fasted 3 months old male P07Rik^flox/flox^ and wildtype mice. Again, we found no difference in insulin release at both basal and stimulatory glucose concentrations (Fig. 5A). Furthermore, islet insulin content (Fig. 5B) and *Insulin2* mRNA expression (Fig. 5C) were similar between the two genotypes.

**Figure 5:**
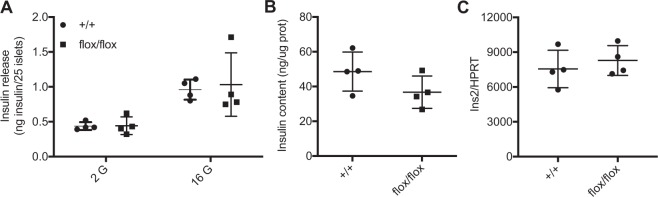
P07Rik deletion does not affect islet insulin secretion, content or expression. Islets isolated from WT and flox/flox littermates were stimulated with 2 or 16 mM glucose and insulin secretion (**A**) and insulin content (**B**) were measured. (**C**) *Insulin2* relative expression was measured by qPCR in islets of WT and flox/flox littermates. Data is presented as dotplot indicating each separate sample and the lines indicating the mean ± SD. Abbreviations: HPRT-Hypoxanthine Phosphoriboslytransferase. Statistics: NS- p > 0.05, two-tailed t-test.

### No detectable changes in islet gene expression upon P07Rik loss-of-function

Given the role of long noncoding RNAs as gene expression regulators, we next aimed to determine if loss of P07Rik function would lead to changes in islet transcriptomes that would support the observed changes in circulating insulin described by the IKMC for these animals. 

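Islet RNA of 3 WT and 3 flox/flox mice of 12 weeks was sequenced, 1 library per mouse. The libraries are named here as in Fig. 6, with KO for flox/flox mice. According to their labels, WT2772, WT2777, KO2775 and KO2776 were of litter 1, and WT2931 and KO2938 were of litter 2. The authors prepared strand-specific libraries from total RNA, removed reads from rRNA, mapped the rest to mm10 with Hisat2, counted reads per Ensembl gene with HTSeq and deposited these counts without normalization. The deposited table holds 15286 genes, each with at least 3 counts over the 6 libraries. The total count was 698588 in WT2772, 793596 in WT2777 and 690726 in WT2931. It was 646141 in KO2775, 611181 in KO2776 and 800255 in KO2938. The median total was 698588 counts in WT and 646141 counts in flox/flox libraries. The study gives a depth of ~30 M reads per library. The values here rest on the deposited counts, which are reads assigned to genes after the authors' filters. The median gene had a mean of 5 counts per library, 9934 genes had a mean under 10 counts and 964 genes had a mean of 100 counts or more. AY036118, a gene on chromosome 17 that lies inside an annotated ribosomal RNA gene, took 13.6% to 20.0% of the counts in the WT libraries. In the flox/flox libraries it took 14.5% in KO2775, 22.1% in KO2776 and 41.0% in KO2938. Genes whose exons overlap exons of another gene on the opposite strand made up 39.7% of the genes and held 83.6% of the counts. Counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test on the 5478 genes that passed its default low-count filter, which hold 95.4% of the counts. That share does not measure coverage of islet mRNAs. Ins1, Ins2, Gcg, Hprt, Gapdh and Actb together held 0.0477% of the counts, and 8 of 20 beta cell genes listed beforehand were tested. No pair of libraries was so alike as to be 1 library deposited more than once, with a chi-square per degree of freedom of at least 1.81 in every pair. The targeted gene, A830019P07Rik, was not analysed here at the level of counts, so the genotypes are those of the labels. The choices that could change the numbers include litter as part of the model, the normalization, the genes and values used for distances, and single libraries.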

Towards this aim we extracted RNA from the islets of 3 pairs of 12 weeks old male mutants (flox/flox) and litter mate controls and profiled transcriptome wide expression by RNA sequencing (Fig. 6A). Strikingly the transcriptome wide profile of WT and P07Rik^flox/flox^ islets was indistinguishable across all principal components that captures most of the information in the data (Fig. 6B,C) and clustering of samples based on their gene expression did not reveal any differences between genotype (Fig. 6D), indicating that loss of P07Rik did not significantly impacted islet gene expression. 

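Principal components were computed from log2 CPM (counts scaled to the TMM-normalized library size, prior count 2) of the 5478 tested genes, each gene centred and scaled to unit variance. Component 1 held 34.9% of the variance and component 2 held 18.3%, followed by 17.2%, 15.4% and 14.3% on components 3 to 5. On component 1, both libraries of litter 2 had positive scores, 58.9 for WT2931 and 53.7 for KO2938. The 4 libraries of litter 1 had scores between -30.6 and -23.3, with WT and flox/flox mice on the same side. On component 2 the libraries of litter 2 lay at opposite ends, 47.2 for WT2931 and -49.2 for KO2938. In litter 1 the flox/flox mice, at 4.6 and -4.7, lay between the WT mice, at 13.6 and -11.5. With the 500 genes of highest variance, without scaling, the share of component 1 was 52.4%, farther from 34.9% than with unscaled values of all tested genes, with every gene, with variance-stabilised or rlog values, or with any library left out. The Euclidean distance between libraries, over the same scaled values, was 102.8 ± 10.5 (SD, 9 pairs) between genotypes and 106.2 ± 11.2 (SD, 6 pairs) within genotypes. The difference of these means, -3.35, was within the spread of the pairs. At least as large a difference came from 7 of the 10 splits of the 6 libraries into 3 and 3 (exact permutation test, one-sided, p = 0.7, where 10 splits allow no p under 0.1). Litter weighs on this test, since 4 of the 6 pairs within genotypes cross litters, against 4 of the 9 between genotypes. This pulls the difference down without any effect of genotype. Splits with both libraries of litter 2 on the same side gain from litter, so the test cannot decide on genotype. Within litters, the mean distance was 94.4 for pairs of different genotype and 91.8 for pairs of the same genotype, with overlapping values. Between litters the distance was 113.4 ± 2.03 (SD, 8 pairs) and within litters 93.7 ± 3.43 (SD, 7 pairs). This difference of 19.7 was the largest of the 15 splits into 2 and 4 libraries (exact permutation test, one-sided, p = 0.0667, the smallest p these splits allow). Pairs of libraries share mice, so the SDs describe the pairs and are not errors of independent replicates.

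**Figure D2:**
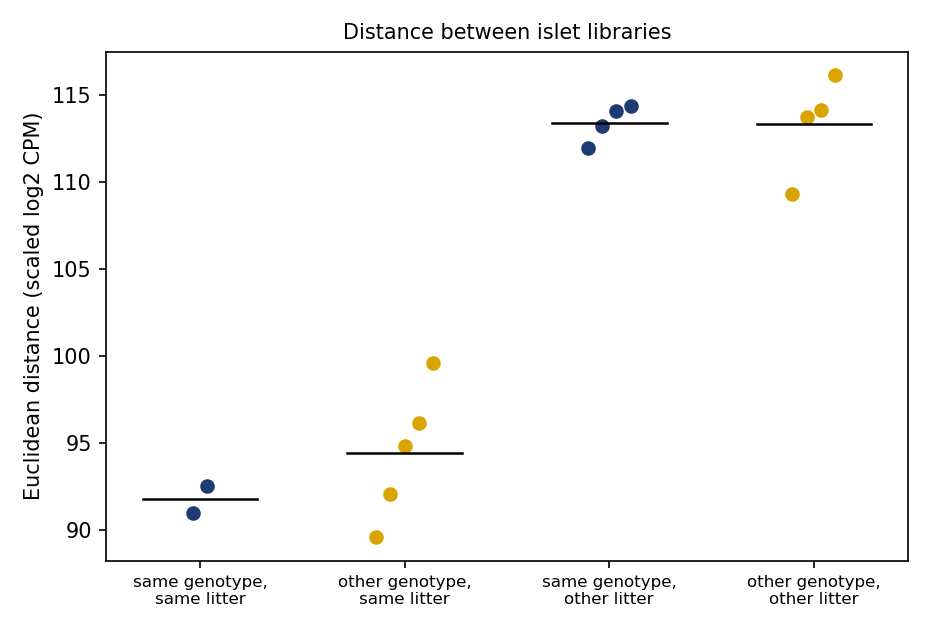
Euclidean distance between islet libraries, over scaled log2 CPM, on the vertical axis, for the 15 pairs of libraries grouped by genotype and litter on the horizontal axis. Each point is 1 pair of libraries, blue where the genotype is the same and yellow where it differs, and each line is the mean of its group. The axis does not start at 0. Within litters, the mean is 91.8 for pairs of the same genotype and 94.4 for pairs of different genotype, and between litters it is 113.4 and 113.3.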

Consistent with this differential gene expression analysis revealed that no gene was differentially expressed between mutants and controls (Supplementary Table 2) further supporting that loss of P07Rik has no impact in adult islet homeostasis, under unchallenged conditions.

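Between the 3 flox/flox and the 3 WT libraries, 0 of 5478 genes had an adjusted p-value under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p-value was 1.00. At an unadjusted p-value under 0.05 there were 101 genes, 1.84% of those tested. This test leaves litter out of the model, so differences between litters count as spread and make it the more cautious test. The median log2 fold change, flox/flox over WT, was -0.011. The flox/flox libraries all lay above or all below the WT libraries for 7.43% of the genes. Chance gives 10% for 3 against 3 only where all 6 libraries are exchangeable. Litters differed and each was split between the genotypes, which can lower the share without any effect of genotype. The 7.43% can therefore not be read against 10%. With litter as a block in the same test, 3 genes passed and all were higher in flox/flox, and 296 genes had an unadjusted p-value under 0.05. These genes were Gm20633 (ENSMUSG00000093553), Gm18194 (ENSMUSG00000109724) and Gm26526 (ENSMUSG00000096980), and the counts of the groups overlapped for each of them. As CPM after TMM normalization the groups overlapped for Gm20633 and Gm26526, while for Gm18194 the lowest flox/flox library, at 19.24, was barely above the highest WT library, at 19.21. Within litters, which the block compares, they overlapped only for Gm20633, in litter 1. Gm20633, an antisense gene on chromosome 3 from 96243550 to 96246380, had 46, 32 and 98 counts in WT2772, WT2777 and WT2931 and 233, 25 and 240 counts in KO2775, KO2776 and KO2938. Its exons overlap those of Hist2h2aa1 on the opposite strand. Its log2 fold change with the block was 1.82 (standard error 0.26, adjusted p = 4.0e-05 from edgeR's quasi-likelihood test). Gm18194, a pseudogene, had a log2 fold change of 2.60 (standard error 0.45, adjusted p = 0.00123 from edgeR) with the block, from a mean of only 17.2 counts per library. Gm26526, an intergenic non-coding RNA, had a log2 fold change of 1.01 with the block (standard error 0.18, adjusted p = 0.00141 from edgeR). Single libraries moved these fold changes in the test without the block, and all stayed positive. With one library left out, they ranged from 1.33 to 2.38 for Gm20633, 2.13 to 4.49 for Gm18194 and 0.70 to 1.58 for Gm26526. With the block and robust estimation of the spread between replicates, a setting chosen after these genes were seen, 0 genes passed. With 3 pairs of mice as the block the same 3 genes passed, and with limma-voom and the block on litter, also chosen after, 2 of them passed, Gm26526 and Gm18194. The pairs split litter 1 by the replicate numbers of the labels, and the study does not say which of its mice were paired. In the authors' deposited table, which has litter in its model, 0 of 15286 genes had an adjusted p-value under 0.05, the smallest adjusted p-value was 1.00 and 56 genes had an unadjusted p-value under 0.05. Without the block, the genes with the smallest p-values included Gm18194, Gm42729 and Gm26526 among those higher and Pfdn4 and Rab11fip4 among those lower in flox/flox libraries. Apart from Rab11fip4, the exons of each of these genes overlap exons of another gene on the opposite strand, among them Pds5a for Gm42729, Gm2058 for Gm26526, Gm45315 for Gm18194 and Cyp24a1 for Pfdn4. Rab11fip4 (ENSMUSG00000017639) fell from 30, 38 and 30 counts in WT to 15, 12 and 14 counts in flox/flox libraries, a log2 fold change of -0.95 (standard error 0.29, adjusted p = 1.00 from edgeR). Counts were also simulated from these libraries. Each gene kept its observed litter difference as a real effect and the spread estimated with the block, which favours the test with the block. With 200 genes changed by a factor of 2, the test without the block found 18.0% of them and the test with the block 66.5%. Among the 34 changed genes with a mean of 100 counts or more, these shares were 76.5% and 100.0%. At a factor of 1.5 the test without the block found 0% of the 200 genes and 0% of these 34. With the block it found 23.5% of the 200 genes and 73.5% of these 34. From the lack of separation along the components and in the clustering, the paper reasons that loss of P07Rik had no significant impact on islet gene expression. It takes the lack of differentially expressed genes as further support that adult islet homeostasis is not affected under unchallenged conditions.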

**Figure 6:**
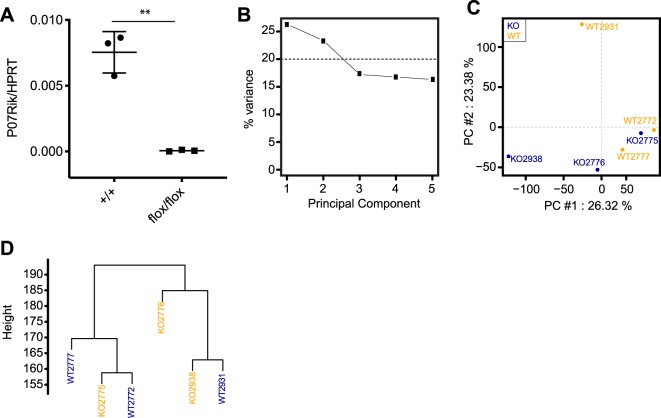
P07Rik deletion results in no detectable islet gene expression changes. (**A**) *P07Rik* relative expression measured by qPCR in islets of WT and flox/flox 12–13 weeks old littermates. (**B**) Elbow plot of RNAseq islet samples showing that principle components 1 and 2 capture the majority of variance in the data. No clear clustering between flox/flox (dark blue) and WT (yellow) samples were observed in (**C**) principle component analysis (PCA) and (**D**) dendrogram of hierarchical clustering analysis.

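By Euclidean distance over the scaled log2 CPM values, 2 of the 6 libraries had a library of their own genotype as the nearest. WT2772 and KO2775 were nearest to each other, at a distance of 89.6, and WT2931 and KO2938 were nearest to each other, at 99.6. WT2777 lay nearest to WT2772, at 91.0, and KO2776 nearest to KO2775, at 92.5. Hierarchical clustering of these distances with complete linkage joined the 4 libraries of litter 1 at a height of 96.2 and the 2 libraries of litter 2 at 99.6, and joined both clusters at 116.2. Each cluster held as many WT as flox/flox libraries. With the mean of each litter removed from each gene, the top clusters were instead the 3 WT and the 3 flox/flox libraries. The difference in distance between and within genotypes was then 6.10 (exact permutation test, one-sided, p = 0.3), and removal of the means places both libraries of litter 2 opposite each other by construction.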

## Conclusion

Previous studies have identified several lncRNAs in β-cells which are dysregulated during post-natal maturation of insulin-secreting cells or in conditions associated with type 2 diabetes^9–11^. However, so far only very few studies investigated the precise role and function of candidate lncRNAs^16,19,21–24^. Since we are only starting to understand the role of lncRNAs in the regulation of β-cell development, function and survival, more studies, especially *in vivo*, are required to fully appreciate the importance of these transcripts in the maintenance of glucose and insulin homeostasis.

The IKCM aims to accelerate the genetic analysis of mammalian genes through “the generation of a complete resource of reporter-tag null mutations in C57BL/6 N mouse embryonic stem cells (mESC)”^22^. So far, more than 18′500 mouse loci have been knocked down in mESCs by the consortium using a standardized gene trapping approach. About 5′000 of them have been microinjected in blastocysts and their F1 progeny phenotyped^23^. Of this we selected a long noncoding RNA A830019P07Rik because premature termination of this lncRNA was reported to decrease plasma insulin level relative to a large cohort of control mice. Our analysis of this animal model, that instead relies on comparison of mutant animals with littermates revealed that there is no significant differences in plasma insulin levels in both mutant mice. We extended the phenotyping and investigated differences in circulating insulin levels in both fed and fasted state. Furthermore, insulin release in response to glucose *in vivo* or *ex vivo* was not affected. Moreover, islet insulin content and *Insulin2* mRNA levels were identical in the two genotypes.

The most plausible explanation for the divergence between the results obtained in our hands and those from the IKCM is that we used the appropriate wildtype littermate controls. IKCM generated thousands of knockout mice and collected plasma for insulin determination over a long period. This colossal work led to the comparison of plasma insulin levels from 14 mutant (flox/flox) P07Rik mice to the average level of ~4′000 control mice from their cohort. As shown in Fig. 1B, the distribution of circulating insulin measured by IKCM in control mice wide ranging from 200 to 1000 pg/ml. It is therefore difficult to conclude about a difference of plasma insulin levels in a specific cohort of mutant mice. In our study, we used wildtype littermates generated from the same parental heterozygous mice to compare blood glucose and plasma insulin levels in fed state. We did not observe a difference in both female and male of 3 and/or 4 months of age, despite using a cohort of mutant P07Rik animals that is at almost twice the estimated sample size required to detect the previously reported changes.

However, our findings under normal conditions do not rule out the possibility that under other less favorable environmental conditions the mutation of lncRNA P07Rik could affect insulin and/or glucose metabolism. More importantly, β-cell maturation in newborn rats and β-cell failure in a mouse model of obesity-associated with T2D led to an alteration in P07Rik expression, suggesting a possible implication of this lncRNA in the regulation of β-cell development and/or function. The lncRNA P07Rik was also found to be expressed in other tissues regulating glucose homeostasis, including brain, liver and skeletal muscles (Fig. 2A). Therefore, the ability of P07Rik^flox/flox^ mice to maintain glucose tolerance and insulin sensitivity could potentially be impaired under a genetic background favoring obesity or in response to conditions leading to insulin resistance and diabetes development, like a diet rich in carbohydrates and fatty acids. Furthermore, the present analysis does not exclude a potential role of P07Rik in the regulation of gene expression in alpha cells of young animals, where we found this lncRNA to be more highly expressed.

Taken together, our results suggest that under control conditions, P07Rik does not play a major role in the regulation of glucose and insulin homeostasis.

## Methods

### Animal studies

The P07Rik mouse colony was established from cryo-preserved embryos obtained as part of a collaboration with Prof. David Adams (Sanger Institute in Cambridge, UK) by Charles Rivers. The genetic background of these animals is C57Bl/6 N background^29^ so they do not harbor a mutation in the nucleotide transhydrogenase gene^30^. Heterozygous mice were interbred to generate P07Rik^flox/flox^ (mutant) and P07Rik^+/+^ (wildtype) littermates. The mice were genotyped by PCR (see Supplementary Table S1 for primer sequences and Supplementary Fig. S1 for an example of the genotyping results). Both males and females aged 3 and 4 months were used in this study and control mice were C57Bl/6 N P07Rik^+/+^ wildtype littermates. Pregnant female and 3 month-old male Sprague-Dawley and Wistar rats were purchased from Janvier Laboratories (Le Genest-Saint-Isle, France). Offspring of pregnant rats were used at postnatal day 10 (P10). Obese and diabetic C57BL/KsJ db/db (13–16 weeks old) and obese and normoglycemic C57BL/6 J ob/ob (13–16 weeks old) and respective age-matched lean control mice (db/+ and + /+) were obtained from the Garvan Institute breeding colonies. All animals were kept under conventional conditions on a 12 h light/dark cycle with free access to water and standard chow diet, except when otherwise stated. All animal procedures were performed in accordance with the National Institutes of Health guidelines and protocols were approved by the Swiss Research Councils and the Service de la Consommation et des Affaires Vétérinaires (SCAV) du canton de Vaud (License number VD3305) or by the Garvan Institute/St. Vincent’s Hospital Animal Experimentation Ethics Committee and the National Health and Medical Research Council of Australia.

### Rodent tissue panel and cell lines

RNA from mouse tissue panel were obtained from Amsbio. The murine insulinoma cell line MIN6B1^31^ was cultured in DMEM-Glutamax^TM^ medium (ThermoFisher) containing 25 mM glucose and 4 mM L-glutamine, and supplemented with 15% fetal calf serum (Gibco), 50 IU/mL penicillin, 50 ug/mL streptomycin and 70 µmol/L β-mercaptoethanol, while the rat INS 832/13 β-cell line^32^ was cultured in RPMI 1640 GlutaMAX^TM^ medium (ThermoFisher) containing 11 mM glucose and 2 mM L-glutamine, and supplemented with 10% fetal calf serum (Gibco), 10 mM Hepes pH 7.4, 1 mM sodium pyruvate and 50 µmol/L of β-mercaptoethanol.

### Pancreatic islet isolation and cell sorting

Rodent islets were isolated by collagenase digestion of the pancreas^33^ followed by Histopaque density gradient and hand-picking, to separate the islets from digested exocrine tissue. Prior to RNA extraction and *ex vivo* insulin secretion, islets were incubated in order to recover from the stress of the isolation for 2 h at 37 °C in RPMI 1640-GlutaMAX^TM^ medium (ThermoFisher) containing 3 mM glucose and 2 mM L-glutamine and supplemented with 10% fetal calf serum (Gibco), 10 mM HEPES, pH 7.4, 1 mM sodium pyruvate, 100 mg/mL streptomycin and 100 IU/mL penicillin. To obtain enriched fraction of α- and β-cells, Wistar rat islets were first dissociated into single cells by incubation in Ca^2+^/Mg^2+^ free phosphate buffered saline, 3 mM EGTA, and 0.002% trypsin (Gibco) for 5–7 min at 37 °C with constant gentle agitation. Islet cells were then separated by Fluorescence-Activated Cell Sorting (FACS) based on β-cell autofluorescence as previously described^34,35^. Islet cell enrichment was assessed by double immunofluorescence staining of α- (glucagon-positive) and β- (insulin-positive) sorted cells using mouse anti-glucagon (Abcam ab10988, 1:1000), guinea pig anti-insulin (Dako A0564, 1:100), goat anti-mouse IgG Alexa Fluor 555 (Thermo Fisher A-21422, 1:500), and goat anti-guinea pig IgG Alexa Fluor 488 (Thermo Fisher A-11073, 1:500) antibodies. On average, β-cell fraction contained 99.1 ± 0.9% of insulin-positive cells while α-cell fraction contained 88.8 ± 8.2% of glucagon-positive cells.

### RNA extraction and quantification

RNA was extracted from pancreatic islets using miRNeasy micro kit (Qiagen) followed by DNase treatment (Promega). One μg of RNA from different mouse tissue or 200 ng from islet RNA was reverse transcribed using the Quantitect RT kit (Qiagen) as described by the manufacturer. Real-time quantitative PCR reactions were assembled using FastStart Essential DNA green Master (Roche) and analyzed on Lightcycler 96 (Roche). To minimize the impact of differences in gene product abundance across different tissues, 3 reference genes (GAPDH, PolII and Actin) were used to normalize gene expression levels across the tissue panel. GAPDH is involved in glycolysis and is not a suitable reference in islets. We therefore used HPRT, that we have previously found to be a suitable refence gene in this tissue^35^, for islet gene expression analysis. Data were analyzed using the 2^–ʌʌC(T)^ method. Primer sequences are provided in Supplementary Table S1.

### Blood and plasma parameters

Blood was collected between 8AM and 10AM in both fed and 16h-fasted state. Glycaemia was determined from tail vein blood from awake animals using the Freestyle glucometer (Abbott, Switzerland). Plasma insulin was measured from blood samples collected by cardiac puncture (400ul) into heparinized tubes from euthanized 12 and 16 week-old mice. Insulin levels were determined by using an insulin enzyme immunoassay kit (Mercodia).

### Intraperitoneal glucose tolerance tests

Intraperitoneal glucose tolerance tests (IPGTT) were performed in the morning on 16 h fasted conscious mice by injecting intraperitoneally 2 mg/g body weight of warmed glucose (Sigma-Aldrich) solution dissolved in 0.9% NaCl. Tail blood samples (40ul) were collected in heparinized tubes at 0, 15, 30, 60 and 120 minutes after injection for measurement of blood glucose (glucometer, Abbott) and plasma insulin levels. Plasma insulin from IPGTT test was measured using the Ultrasensitive Mouse insulin ELISA kit (Crystal Chem, IL).

### *Ex vivo* glucose-induced insulin secretion

After 2 h recovery at 3 mM glucose in RPMI, freshly isolated P07Rik^flox/flox^ and P07Rik^+/+^ islets were distributed by batch of 25 in a 24-well plate, with 3 replicates per genotype for the insulin secretion and 1 for protein determination. Islets were then pre-incubated for 1 h at 37 °C in Krebs-Ringer bicarbonate buffer (KRBH) containing 25 mM HEPES, pH 7.4, 0.1% BSA (Sigma-Aldrich) and 2 mM glucose. After the pre-incubation period, the islets were first incubated for 45 min in KRBH at basal (2 mM) glucose level followed by another 45 min incubation at stimulated (16 mM) glucose concentration. Media were collected at the end of the two incubation periods and total insulin content of the islets was measured after acid-ethanol (0.2 mM HCl in 75% ethanol) extraction. Insulin release and content were determined by insulin Elisa kit (Mercodia) and total protein content by Bradford assay (BioRad).

### RNA sequencing and differential gene expression analysis

RNA was extracted from pancreatic islets of 3 pairs of 12 week-old male mutant and wildtype littermates using miRNeasy micro kit (Qiagen). Strand specific total RNA sequencing libraries were prepared using the NEB Ribo Zero protocol according to manufacturers’ instructions. Libraries were sequenced in an Illumina HiSeq 2000 to a depth of ~30 million 125 bp single-end reads. Reads mapping to rRNA in mouse (mm10) were discarded and the remaining reads were mapped to the mouse (mm10) genome using Hisat2 v2.1.0^36^. Expression counts for Ensembl v88 annotated genes were obtained using HTseq v0.9.1 (−minaqual = 1, otherwise default parameters)^37^. 

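The deposited table of differential expression was compared with DESeq2 models fitted to the deposited counts, with the prior on fold changes that older versions of DESeq2 apply by default. With litter and genotype in the model, the log2 fold changes of all 15286 genes differed from those in the authors' deposited table by at most 9.8e-04. With genotype alone they differed by up to 0.27, and with 3 pairs of mice in place of litter by up to 0.32. The correlation over genes was 1.00 with litter, 0.987 with genotype alone and 0.996 with pairs. The fold changes of the authors' deposited table are therefore flox/flox over WT from a model with litter, and they are shrunken towards 0. They lay between -0.56 and 0.71 on the log2 scale in the authors' deposited table.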

Differentially gene expression analysis was performed using DESeq. 2 v1.14.1^38^. Raw data was deposited in GEO under accession number GSE137389.

### Statistical analysis

Statistical significance was determined using parametric unpaired two-tailed Student’s t-test (Graph Pad Prism7). P values less than 0.05 (p < 0.05) were considered statistically significant.

## Supplementary information

Supplementary materials.

Supplementary Table 2.

# Supplementary material for: Loss-of-function of the long non-coding RNA A830019P07Rik in mice does not affect insulin expression and secretion
**Source:** Sci Rep. 2020 Apr 14;10:6413. doi: 10.1038/s41598-020-62969-x

# **Loss-of-function of the long non-coding RNA A830019P07Rik in mice does not affect insulin expression and secretion**

Claudiane Guay<sup>\*1</sup>, Baroj Abdulkarim<sup>\*2</sup>, Jennifer Y. Tan<sup>2</sup>, Gilles Dubuis<sup>3</sup>, Sabine Rütti<sup>3,4</sup>, D. Ross Laybutt<sup>5</sup>, Christian Widmann<sup>3</sup>, Romano Regazzi<sup>1</sup> and Ana Claudia Marques<sup>2</sup>

<sup>\*</sup>Authors contributed equally to this study

**Supplementary table S1: Primer Sequences**

| <b>Primer name</b>       | <b>Forward primer</b>   | <b>Reverse primer</b>    |
|--------------------------|-------------------------|--------------------------|
| P07Rik Mouse qPCR        | GCTGATTGCCCTCTAGCATTA   | CAGCACCTACTAGTATCTGGGTGA |
| P07Rik rat exon 1        | CAGACCTCCACGGCTTAAAA    | GATACCGTTTTCCAGCCTCTC    |
| P07Rik rat exon 2        | GGAATGCGAAATGAGTCCCTA   | ATTGCCTGACCTAGCCATTG     |
| Actin mouse              | GGCTGTATTCCCCTCCATCG    | CCAGTTGGTACCAATGCCATGT   |
| GAPDH mouse              | TGTAGACCATGTAGTTGAGGTCA | AGGTCGGTGTGAACGGATTTG    |
| Glucagon mouse           | GAAGTTACCGCCCTGAGATT    | CGCATTTATGACAAAGGGTTC    |
| HPRT mouse/rat           | AGTCCCAGCGTCGTGATTAG    | AATCCAGCAGGTCAGCAAAG     |
| Insulin2 mouse           | GGCTTCTTCTACACACCCA     | CAGTAGTTGTCCAGCTGGTA     |
| A30019P07Rik WT loci     | TGGGAGAAACAAAGACGGTG    | TGTGCAAACATAACCCACTGC    |
| A30019P07Rik mutant loci | TGGGAGAAACAAAGACGGTG    | TCGTGGTATCGTTATGCGCC     |

### Supplementary Figure S1: Example of genotyping PCR results

Schematic ((not drawn to scale) of the primer location and expected products within P07Rik (A) WT and (B) mutant loci. C) Agarose gel (2%) of products of genotyping multiplex PCR reaction for 15 individuals (1-15 top of the gel). Genotype is noted at the bottom of the lane as +/+, +/- and -/- for wild-type, heterozygous and homozygous P07Rik mutant.

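The multiplex PCR reads the genotype of a mouse from its genomic DNA. Supplementary Table S1 lists the same forward primer for the WT and the mutant reaction, with different reverse primers. In the schematic, the product of the WT locus spans part of the first intron and is not formed across the inserted cassette, and the product of the mutant locus is drawn within the cassette. The primer list and the schematic differ on the mutant product, since the listed forward primer is shared with the WT reaction. This difference was not resolved here. In either reading, a wild-type mouse gives the WT product alone, a homozygous mutant the mutant product alone, and a heterozygous mouse both. The assay reports whether the cassette is present and does not measure the level of the transcript, for which the study used qPCR of islet RNA.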

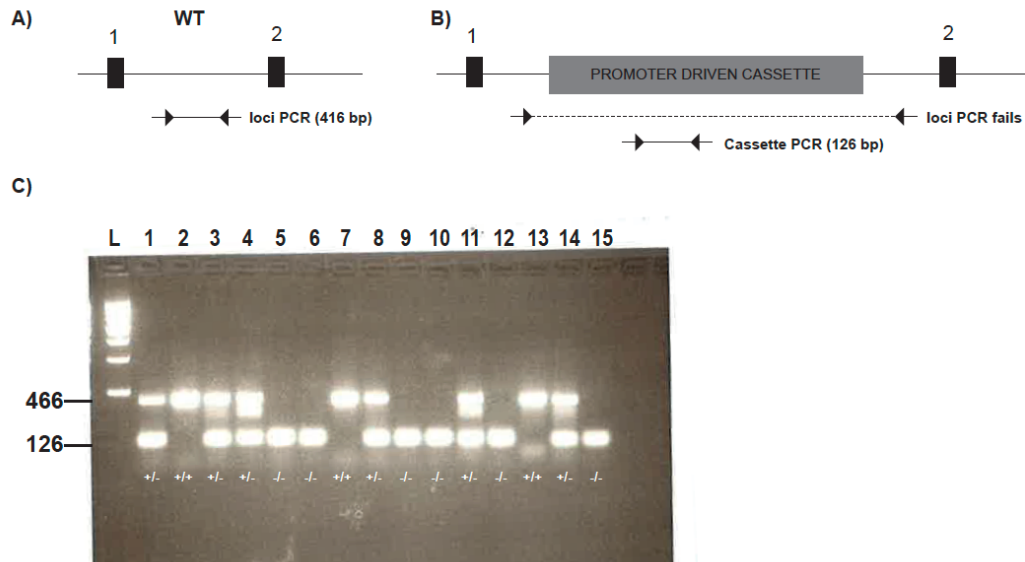

**Supplement:** Supplementary file 1 — Supplementary materials.

How the deposited data were processed for this re-analysis (not part of the article)

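RNA from pancreatic islets of 3 WT and 3 flox/flox male mice of 12 weeks was sequenced, with 1 library per mouse. The mapping of libraries to genotype, mouse and litter follows the sample labels. The authors made strand-specific total RNA libraries, removed reads mapping to rRNA, mapped the remaining reads to mm10 with Hisat2, and counted reads on Ensembl genes with HTSeq, at a minimum alignment quality and otherwise its default parameters. The counts were deposited by the authors without normalization, as whole numbers per gene and library. A table of the authors' own DESeq2 comparison was also deposited by the authors. The signal in it is the mean over libraries of counts that the authors divided by DESeq2's size factors. The log2 fold change and its standard error were computed by the authors with DESeq2 and its prior. The score is the Wald statistic that the authors obtained from DESeq2. The p-value and its Benjamini-Hochberg adjusted value come from the same test by the authors. All columns of the count table were used.

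Of the 15286 genes in the count table, 15258 were matched to a gene symbol by their identifier and 28 were not. Positions, strands and exons come from GENCODE's annotation of GRCm38, the genome build that the authors used, in a later version than theirs. Overlaps of exons on opposite strands were computed with pyranges 0.1.4.

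The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with genotype as the only term, TMM normalization, the default low-count filter with its minimum count of 10, and Benjamini-Hochberg adjustment. It covered 5478 genes. Standard errors of log2 fold changes are those implied by the test's F statistic. Principal components, distances and hierarchical clustering used log2 CPM with a prior count of 2, each gene centred and scaled. Genotype and litter were compared in these distances by exact permutation of the libraries. With 3 libraries against 3 the smallest p-value of such a test is 0.1. For the genotypes, splits with both libraries of litter 2 on the same side gain from the distance between litters. Where litter means were kept, a small p-value was therefore out of reach, and the test cannot decide on genotype. Marker gene lists for beta cells, alpha cells, delta and PP cells, acinar, ductal, endothelial, stromal and immune cells, and for immediate early and stress genes, were tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry beside it, where at least 3 of their genes passed the filter. Genes within 1 Mb of A830019P07Rik were tested as a further list.

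The total count per library ranged from 611181 to 800255. The simulated data were drawn from the libraries' own means and sizes. Each gene kept its observed litter difference and the spread of the fit with litter as a block, which favours the block. The fold changes put in were recovered, and 0 genes were called in 10 simulated tables without a change. On the real counts the block gave 1 to 11 calls in splits other than the genotypes, so these tables do not give its rate of false calls there. A change by a factor of 1.5 was found for 0% of the changed genes without a block and for 23.5% with litter as a block.

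The labels give each library a litter, and the study states that the controls were littermates, so litter pairs the libraries. Deviations from the genotype means were compared between WT and flox/flox libraries over the tested genes. Their correlation was 0.27, 0.16, 0.14 and 0.18 for pairs within litter 1 and 0.46 for litter 2, and lay between -0.35 and -0.25 for pairs from different litters. Deviations from a genotype mean sum to 0 for each gene, so the negative values follow from the positive ones. The study's methods do not give the model formula, and litter was therefore an alternative to the main test. The fold changes of the authors' deposited table come from a model with litter, so the main test is not the authors' model. It counts differences between litters as spread. In it 1.84% of genes had an unadjusted p-value under 0.05 by edgeR's quasi-likelihood test, against 5.40% with litter as a block.

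The alternatives were DESeq2 1.42.0 with and without its prior on fold changes and with litter in its model, RLE and upper quartile normalization, library size only, TMM after removal of the 10 most abundant genes, no low-count filter, at least 10 counts in every library, litter or 3 pairs of mice as a block, robust estimation, limma-voom, an adjusted p-value under 0.1, and each library left out in turn. For principal components and distances they were unscaled values, the 500 genes of highest variance, every gene, variance-stabilised and rlog values, a prior count of 0.5, removal of litter means, and each library left out in turn. Other linkages were tried for the clustering. These choices, the marker lists and the rule for naming genes were fixed before the data were examined. The genes named by that rule are A830019P07Rik, the genes the study measured in islets or used as references, Ins1, Nnt, up to 10 genes past an adjusted p-value of 0.05 with all flox/flox libraries on the same side of all WT libraries, the 3 genes with the smallest p-value in each direction, genes within 1 Mb of A830019P07Rik with an unadjusted p-value under 0.05, Xist and 4 genes of the Y chromosome. Gm20633 passed with a block while its groups overlapped, so it falls outside the rule and was named for its call. Other genes were named after their values were seen, and so were 3 added alternatives: the block with robust estimation, limma-voom with the block, and components from CPM values without logarithm. The last was taken from 24 combinations of values and scaling, all on every gene, that were compared with the axes of Fig. 6C. A830019P07Rik and Nnt were not analysed here, and 1 gene that the rule names is not reported here.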

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

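The tests on the calls with a block, and those over other splits of the libraries, were chosen after the results they bear on were seen. The count of genes with an adjusted p-value under 0.05 was 0 in the main test, with 101 genes at an unadjusted p-value under 0.05. It was also 0 with DESeq2, with DESeq2 and its prior on fold changes, with that prior and a replicate block on litter, with RLE or upper quartile normalization, after removal of the 10 most abundant genes, without the low-count filter, with at least 10 counts in every library, with robust estimation, with limma-voom and at an adjusted p-value under 0.1. With library size only it was 2 genes, Gm20633 and Gm18194. This setting moved the median log2 fold change of all genes from -0.011 to -0.23, and changes under it are relative to that shift. Across the 6 fits that each left out one replicate it ranged from 0 to 1. The 1 gene, called without KO2938, was Gm27176, which had 19 and 18 counts in KO2775 and KO2776 and 0 or 1 in the other 4 libraries.

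With litter as a block in edgeR, 3 genes passed, and with 3 pairs of mice as a block 3 genes passed. Both blocks called Gm20633, Gm18194 and Gm26526. In the settings chosen after these genes were seen, the block on litter with robust estimation called 0 genes and limma-voom with the block called 2, Gm26526 and Gm18194. The block on litter left every other call as it was, including those of the marker lists and of the gene tested within 1 Mb of A830019P07Rik. Over all alternatives, the adjusted p-value ranged from 1.2e-06 to 1.00 for Gm20633, from 0.00123 to 1.00 for Gm18194 and from 0.00114 to 1.00 for Gm26526, by edgeR, DESeq2 or limma. The blocked test rests on a spread shared between genes, with 49.1 prior degrees of freedom against 9.51 without the block. A candidate explanation for the 3 calls is that these genes have a spread that exceeds the estimate shared between genes. Robust estimation, which lets such genes keep their own spread, left 0 calls for the genotypes. It did not remove calls in general. In the other splits that part the mice within each litter, the block gave 5, 2, 3, 11 and 1 calls. With robust estimation these became 10, 1, 0, 13 and 0, so the explanation stays a candidate. Of the 6 splits of the libraries that part the mice within each litter, 4 gave at least as many calls as the genotypes, the genotypes among them. Groupings other than genotype thus gave as many calls or more, up to 11, and chance stays open. Whatever the calls, 6 splits cannot give a share low enough to exclude it.

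All 10 of the 10 splits of the 6 libraries into 3 and 3 gave at least as many genes as the 0 of the genotypes, which a count of 0 makes certain. The splits differed by litter. The 4 splits with both libraries of litter 2 on the same side gave 512 to 660 genes at an unadjusted p-value under 0.05, and 3 of them gave calls at an adjusted p-value under 0.05, up to 12. The 6 splits with the libraries of litter 2 on opposite sides, the genotypes among them, gave 63 to 118 genes and no call.

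The log2 fold changes of the insulin and glucagon genes changed sign under some settings and stayed far from the threshold under each. Ins2 ranged from -0.23 to 0.027 across the 6 fits that each left out one replicate, and was positive only without KO2938. Ins1 ranged from -0.071 to 0.12 in those fits. Ins1 was -1.8e-04 with at least 10 counts in every library. That filter also moved Ins2, Gcg and Gapdh down, to -0.14, -0.29 and -0.040, so this change of sign went with a shared shift. With library size only Ins1 was -0.18, above the median of all genes of -0.23 under that setting, so relative to that shift its direction was kept. Gcg ranged from -0.68 to 0.42 in those fits, with 0.42 without WT2777 and 0.0083 without KO2938. Gapdh was 0.016 without the low-count filter and ranged from -0.097 to 0.090 across the fits without one replicate. Without the low-count filter Ins2, Ins1, Gcg and Actb also moved up, to -0.081, 0.056, -0.22 and -0.40. That change of sign of Gapdh thus also went with a shared shift. The median of the beta cell list, -0.11, reversed to 0.037 without WT2931 and to 0.010 without KO2775, and ranged from -0.081 to 0.037 in the fits without one replicate. The median of the immediate early and stress list, 0.054, was -0.029 with limma-voom. With library size only it was -0.15, also above the median of all genes. It ranged from -0.16 without KO2776 to 0.37 without KO2938. The cause of the other changes of sign was not tested.

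The share of variance on principal component 1 was 41.8% without scaling, 52.4% with the 500 genes of highest variance, 27.8% with every gene, 27.9% with variance-stabilised values and 27.4% with rlog values. It ranged from 36.3% to 39.5% across the 6 fits without one replicate. The share on component 2 was 16.4%, 14.8%, 19.6% and 19.5% in the first 4 of these settings and ranged from 21.8% to 23.5% without one replicate. With CPM of every gene without logarithm or TMM, a setting chosen after the values were seen, components 1 and 2 held 26.3% and 23.4%, the separation of the genotypes was 0.21, and 3 libraries had a nearest library of the same genotype. That separation has the opposite sign to the -3.35 of the main setting, and the cause was not tested.

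The separation of the genotypes ranged from -4.30 to -2.36 without one replicate. With a replicate block, that is with litter means removed, it reversed to 6.10 (exact permutation test, one-sided, p = 0.3), and 4 libraries had a nearest library of the same genotype. The top clusters were then the genotypes, 3 libraries each. By construction, removal of the means places the 2 libraries of litter 2 opposite each other. The number of libraries with a nearest library of the same genotype was 3 with every gene and ranged from 1 to 3 without one replicate. Average and Ward linkage gave the same composition of the 2 top clusters as complete linkage.

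In simulated data with a change by a factor of 2, the test without the block found 76.5% of the changed genes with a mean of 100 counts or more and 18.0% of all changed genes, and with litter as a block 100.0% and 66.5%. At a factor of 1.5 it found 0% of either without the block, and 73.5% and 23.5% with it. In these simulations depth therefore limited genes with fewer counts in both tests at a factor of 2. The 0% at a factor of 1.5 depends on the model, and the simulated litter differences and spread favour the block. Of the 15286 genes, 964 reach that mean.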

Differences from the paper's values

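The study gives a depth of ~30 M reads per library, and the median total of the deposited counts was 0.695 M. The paper's value is of reads sequenced and the value here is of reads counted on genes, so part of the gap is one of definition. None of the alternatives set before the data were examined bears on it.

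The count of genes with an adjusted p-value under 0.05 was 0 in the main setting and 0 among the 1999 genes of Supplementary Table 2 that were used here, of 15286 in all. The settings with litter or 3 pairs as a block in edgeR, with library size only, without KO2938 and, chosen after seeing the values, with limma-voom and the block gave 1 to 3 genes.

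Components 1 and 2 held 34.9% and 18.3% of the variance here, against about 26% and about 23% in Fig. 6C, read by eye. With CPM of every gene without logarithm or TMM, scaled, they held 26.3% and 23.4%. Both round to the values on the axes of the figure, to every digit given there. This setting was chosen after seeing the values, as the closest of 24 combinations of values and scaling that were compared with the figure. None of the alternatives set before the data were examined reached both of the paper's values. With every gene, variance-stabilised values or rlog values, component 1 held 27.8%, 27.9% and 27.4%.

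The dendrogram in Fig. 6D places KO2776 in the cluster with the mice of litter 2. Here its nearest library was KO2775 of litter 1, at a distance of 92.5, and it joined the cluster of litter 1. It also joined the cluster of litter 1 in each alternative of values, genes and scaling set before the data were examined, except with litter means removed. None of the 24 combinations chosen after seeing the values gave the clusters of Fig. 6D. With scaled log2 counts without normalization KO2776 joined KO2938 alone, and with scaled counts without logarithm or normalization the top clusters were the genotypes. Neither setting corrects for the total count per library.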

Other observations

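The tests of explanations in this part were chosen after the result it bears on was seen.

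The study measured Insulin2 mRNA by qPCR in islets (Fig. 5C). In the sequenced libraries Ins2 had 157, 205 and 158 counts in WT2772, WT2777 and WT2931 and 165, 128 and 96 counts in KO2775, KO2776 and KO2938. Its log2 fold change was -0.12 (standard error 0.18, adjusted p = 1.00 from edgeR's quasi-likelihood test). That of Ins1, with 45 to 77 counts per library, was 0.015 (standard error 0.19, adjusted p = 1.00 from edgeR), and that of Gcg, with 23 to 114 counts, was -0.27 (standard error 0.41, adjusted p = 1.00 from edgeR). Gapdh had 35 to 55 counts per library with a log2 fold change of -0.025, Actb had 14 to 40 counts with -0.45, and Hprt had 0 to 2 counts. Xist had 1 to 22 counts and each of Ddx3y, Uty, Kdm5d and Eif2s3y 0 to 10 counts per library, too few to read the sex of the mice from them.

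Of the marker lists, the beta cell list had 8 tested genes with a median log2 fold change of -0.11, and the immediate early and stress list had 6 with a median of 0.054. Neither passed camera (adjusted p = 0.857 for both) or fry (adjusted p = 0.962 for both). The other lists had fewer than 3 tested genes and were not tested as sets. The single tested gene of the alpha cell list had a log2 fold change of -0.27, that of the delta and PP cell list -0.32 and that of the ductal list 0.38, and the 2 tested acinar genes had a median of -0.46. The endothelial, stromal and immune lists had 0 tested genes. Of the 29 genes within 1 Mb of A830019P07Rik only Hectd2os was tested, with a log2 fold change of -0.23. Across the 6 fits that each left out one replicate, the value for genes tested within 1 Mb stayed negative. It ranged from -0.45 without WT2931 to -0.059 without KO2938. The adjusted p of Hectd2os from edgeR's quasi-likelihood test was 0.369 when adjusted over the list alone and 1.00 over all genes. An effect on the other neighbouring genes was not measurable from these counts. Why so few of them passed the filter was not tested. Hectd2os overlaps exons of Hectd2 on the opposite strand.

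Genes that overlap another gene's exons on the opposite strand held most of the counts. They are 6063 of the 15286 genes and held 83.6% of the counts, between 79.8% and 86.6% per library, and 79.1% when AY036118 was left out. Of the 20 genes with the highest mean count, 19 have such an overlap. Many lie opposite a gene for an abundant islet or stress mRNA. Gm20721 had a mean of 11744 counts against 47.0 for Gnas, Pcsk2os1 and Pcsk2os2 6032 and 6531 against 99.5 for Pcsk2, Gm45774 10026 against 4.17 for Mt2, 1810014B01Rik 7796 against 80.5 for Hsp90b1, Gm20481 5693 against 31.7 for Hspa1a, and Junos 1753 against 13.3 for Jun. These genes were chosen after their values were seen. In the lists fixed beforehand, Nkx2-2os had 423 counts against 8.00 for Nkx2-2, and Gm26755 386 against 11.0 for Neurod1. The pairs of the lists did not all go this way, as Krt7 had 25.0 counts against 0 for Gm671, and Junb 56.0 against 11.0 for Prdx2.

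Several explanations of this pattern are argued against by the tables. Too few reads would leave the order of genes as it is, whereas the 18 beta cell list genes with counts had a median rank of 5249 among 15286 genes. Counting without regard to strand would leave abundant mRNAs without an exon on the opposite strand with all their reads, whereas Ins1, Ins2, Gcg, Hprt and Actb, 5 genes without such an exon, held 0.0415% of the counts. Genomic DNA would not depend on what lies opposite, whereas non-coding genes with a protein-coding exon opposite had 30.2 times the counts per kb of those without an opposite exon, 38.4 against 1.27. Transcription of the non-coding genes themselves, counted on their own strand, would leave abundant mRNAs with a large share, whereas Ins1, Ins2, Gcg, Hprt, Gapdh and Actb together held 0.0477% of the counts. The explanation that stays open is that reads were counted on the strand opposite to their transcript. In the 1627 pairs of a protein-coding gene and a non-coding gene that overlaps its exons on the other strand with a summed mean of 10 counts or more, the non-coding gene had the higher count in 78.2% of pairs, and in 24 of the 26 pairs with a summed mean of 1000 counts or more. This is a hypothesis, found and tested on the same counts. The study states that libraries were strand-specific and that HTSeq was run with default parameters, and the strand of the reads themselves was not analysed here. If the explanation holds, most counts in the table may measure the gene opposite the one they are listed under, and a gene without such a partner, such as Ins2, may be represented by a small residue of its reads. The tests between genotypes would then cover a small part of the transcriptome as listed, and the low totals may have the same origin. The pattern was seen in each of the 6 libraries, so it does not set the genotypes or the litters apart.

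AY036118 took 41.0% of the counts of KO2938 and 13.6% to 22.1% in the other 5 libraries. It lies at 39847113 to 39848035 of chromosome 17, and 100% of its length is inside an annotated ribosomal RNA gene, so its counts are consistent with ribosomal RNA left after the removal of rRNA reads. Genotype stays open as well. The shares of flox/flox and WT libraries overlapped (exact permutation test, two-sided, p = 0.2, where 3 against 3 cannot go below 0.1). This test leaves litter out and cannot decide. In each of the 3 pairs of mice, which in litter 1 rest on the replicate numbers of the labels alone, the flox/flox share was the higher. It was 14.50% in KO2775 against 14.48% in WT2772, 22.1% in KO2776 against 20.0% in WT2777, and 41.0% in KO2938 against 13.6% in WT2931. Within litter 1, KO2775 at 14.50% lay below WT2777 at 20.0%. The counts of AY036118 did not pass with a block on litter (adjusted p = 0.509) or on pairs (adjusted p = 0.301), both from edgeR's quasi-likelihood test. Gm42418, on the opposite strand at the same place, had 27758 counts in KO2938 and 6702 to 21071 in the others.

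Libraries of one litter lay close together. With litter as a term beside genotype, 620 of 5478 genes differed between litters at an adjusted p-value under 0.05 from edgeR, 333 higher and 287 lower in litter 2, against 3 genes between genotypes in the same model. Litter 2 holds 2 libraries, and the count rests on both. It fell when either was left out, by more than 1.5 times without WT2931, but litter 2 then holds 1 library and the calls of those fits are not given. The separation in distance of 19.7 was reached by 1 of the 15 splits into 2 and 4 libraries, the litters themselves, and 15 splits cannot give a share under 0.05. The uneven composition of KO2938 alone is argued against by WT2931, whose share of AY036118 was 13.6%. The deviations of WT2931 from the mean of its genotype went with those of KO2938 (correlation over genes 0.458, where genes are not independent replicates). Pairs from different litters gave -0.35 to -0.25. Deviations from a genotype mean sum to 0 for each gene, so these negative values follow from the positive ones and add no separate evidence. A difference in depth is argued against by a draw of 471952 counts per library without AY036118, in which the separation of the litters was 18.0 and again the largest of the 15 splits. Litter cannot be told apart from the day of islet isolation or of library preparation, which may differ between litters in the same way, and a biological difference between litters stays open and untested.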
